A study of Mus musculus with 3 samples. Its data were reported in "Single-cell imaging and transcriptomic analyses of endogenous cardiomyocyte dedifferentiation and cycling" (2019).

How the data were processed

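Single-nucleus RNA-seq was run on the ventricles of 3 mice described as tri-transgenic, 1 control heart and 2 hearts at day 5 after myocardial infarction (MI). By that description the mice carry an inducible Cre driven by the Myh6 promoter (MerCreMer), a membrane reporter that switches from red to green fluorescent protein after recombination (mT/mG), and a blue fluorescent protein fused to histone H2B under the Myh6 promoter. Tamoxifen was given for 2 weeks before surgery. Nuclei were loaded on a droplet instrument with 5' chemistry, and each heart is 1 library.

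The authors processed the reads with Cell Ranger against the mouse genome and deposited, per library, a raw matrix of UMI counts (whole numbers of unique molecular identifiers, not normalized) over 27998 genes and 737280 barcodes. The Cell Ranger version is not given in the sources used here. The deposited counts hold all barcodes, and no list of nuclei or cell types was used. Total UMIs were 14987546 in the control heart, 22327261 in MI heart 1 and 24079619 in MI heart 2. Gene symbols and Ensembl identifiers were taken from the feature list. All 457 named genes were matched by identifier to the GENCODE annotation of GRCm38, from which coordinates are printed 1-based. The feature list holds 56 symbols shared by more than 1 identifier, which were kept as separate features.

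A barcode was called a nucleus when its UMI total reached 10% of that of the 99th percentile of the top 8000 barcodes, with at least 200 genes and under 10% mitochondrial UMIs. The UMI thresholds were 415.3 in the control, 662.2 in MI heart 1 and 517.7 in MI heart 2. Scrublet scores were computed per library in scanpy 1.11.5. Its automatic threshold called 797 doublets in the control and 0 in each MI library, so the 6% of nuclei with the highest scores were removed from each (389, 406 and 536). Nuclei of all hearts were clustered together on 2000 variable genes and 30 principal components. A graph weighted by shared neighbours was built from 15 neighbours per nucleus found with scikit-learn. Leiden clustering at resolution 1 was run on it in igraph. A cluster took the name of the class, out of 13 marker lists, with the highest share of its markers raised, where at least 3 markers had to be 2-fold above all other nuclei and in at least 5% of its nuclei. It stayed unnamed where an unrelated class also had 3 markers and at least 50% of its list raised, or where the 10 leading genes held more markers of another class. This naming rule replaced a simpler one after the clusters had been seen. Unnamed clusters held 5.15% of control nuclei, 13.8% of those of MI heart 1 and 14.3% of those of MI heart 2. Among them, cluster 12 had 14 of 16 macrophage markers raised and stayed unnamed for 1 granulocyte marker among its leading genes. Cluster 16 had both endothelial (14 of 16) and fibroblast markers (12 of 16) raised. Values of the named classes leave these nuclei out.

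Hearts, not nuclei, were the replicates. UMI counts were summed per heart and class, for classes with at least 50 nuclei in every heart. MI was compared with control by the quasi-likelihood test of edgeR 4.0.16 (TMM normalization, its default filter on low counts). Adjustment was by Benjamini-Hochberg over the genes tested, with a threshold of 0.05. A design of 1 control and 2 MI hearts leaves 1 residual degree of freedom, so the lone control was assumed to vary like the MI hearts. The prior degrees of freedom were estimated as infinite in cardiomyocyte, endothelial, mural, endocardial and lymphatic endothelial nuclei. There the test used a spread shared across genes, so p-values and errors do not measure each gene's own spread between hearts. The prior degrees of freedom were 13.88 in fibroblasts and 25.52 in macrophages. No permutation of 3 hearts can give a p below 0.3333. In the labels the hearts are separate samples, and nothing states their litter or processing day. Within MI hearts, nuclei with and without an Mki67 UMI, and with and without a Myh6 UMI, were compared with the heart as a block. The difference in the MI effect between cardiomyocytes and fibroblasts was tested on 6 sums from the 3 hearts, again with the heart as a block. Counts were simulated from each comparison's means and library sizes, with 200 genes changed. Every gene had the same dispersion, so recovery does not cover genes with a larger spread between hearts. The test recovered 90% of 4-fold and 25% of 2-fold changes in cardiomyocytes. Recovery was 81% and 24% in fibroblasts, 69% and 26% in endothelial nuclei, 38% and 6% in macrophages and 54% and 9% in mural nuclei.

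Gene lists fixed in advance were tested with camera (limma 3.58.1) on log2 CPM (prior count 2) at a preset correlation of 0.01, adjusted over lists. The list of genes the study named was chosen by its authors on these samples, so its counts are not independent evidence. The text names the genes that the study's text names from single nuclei, in each comparison the 6 largest rises and 6 largest falls past the threshold in the same direction in both MI hearts, and of each list described the 3 most abundant members and members that passed. Symbols that start with Gm or end with Rik were replaced by the next gene. A few genes that this rule names are not reported here. For a gene with no UMI in the control, a lower bound is printed from a floor of 3 counts. With 1 to 3 control UMIs, the ratio is printed with its counting interval. Errors after ± are standard errors of the log2 fold change for genes and SDs over the 2 MI hearts for shares. The standard errors were computed back from the test, as the log2 fold change over the square root of its F. Intervals are 95% exact (Clopper-Pearson) for shares and cover counting error only.

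Free RNA was measured in barcodes with 20 to 200 UMIs, bounds that were changed after a first look at the totals. These near-empty barcodes held 5658671 UMIs in the control, 6985175 in MI heart 1 and 7201656 in MI heart 2. To compare shares of nuclei with a UMI across depths, each nucleus was also thinned to 500 UMIs.

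The sample groups, the main tests, the gene lists, the naming of genes and most alternatives were chosen before the data were examined. The alternatives were barcodes with at least 500 or 1000 UMIs, doublets kept, resolutions of 0.5 and 2, DESeq2 size factors, the Wald test of DESeq2 1.42.0, no filter on low counts, an adjusted p of at most 0.01 with more than a 2-fold change, leaving out either MI heart, Mki67 called at 2 UMIs, thinned nuclei, and for lists fry and an estimated correlation. The feature list has no entries named GFP, BFP, RFP or Cre. The planned counts and comparisons by reporter are therefore not analysed here, and neither is the reporter gene list. The comparisons by Mki67 and Myh6 detection within cardiomyocyte-class nuclei took their place after the feature list had been seen. Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, matplotlib 3.10.9 and R 4.3.3.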

Results

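Nuclei were profiled from the ventricles of 1 control heart and 2 hearts at day 5 after MI, with 1 library per heart. Total counts were 14987546, 22327261 and 24079619 UMIs in the control, MI heart 1 and MI heart 2. After filtering, 6101, 6364 and 8391 nuclei remained, with a median of 666, 1125 and 892 UMIs and 384, 682 and 521 genes per nucleus. UMIs within nuclei came to 6238740, 9533828 and 9706315. There was 1 control heart, so the control has no replicate error, and the control and MI heart 1 express Y-linked genes while MI heart 2 expresses Xist (3030 CPM in cardiomyocytes against 3.47 and 1.30 CPM).

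The 20856 nuclei formed 22 clusters, and 18 of these carried the markers of 8 cell classes. The first comparison asked how the cellular makeup of the ventricle differs after infarction. Macrophages made up 6.52% of nuclei in the control (95% exact interval 5.92 to 7.17), 14.2% in MI heart 1 (13.4 to 15.1) and 21.7% in MI heart 2 (20.8 to 22.6). Their mean share in MI hearts was 17.9% ± 5.26 (SD, n = 2), 11.4 percentage points above the control. These shares leave out the unnamed cluster 12, in which 14 of 16 macrophage markers were raised. It held 14, 286 and 333 nuclei of the control, MI heart 1 and MI heart 2. Endothelial nuclei, which line the vessels, took 21.8% (20.7 to 22.8), 10.98% (10.2 to 11.8) and 12.8% (12.1 to 13.5). Cardiomyocytes took 27.2% (26.1 to 28.3), 19.5% (18.5 to 20.5) and 19.7% (18.8 to 20.5), and mural cells (pericytes and smooth muscle) 7.54% (6.89 to 8.23), 4.90% (4.39 to 5.46) and 4.29% (3.87 to 4.75). Fibroblasts held 26.8% (25.7 to 27.9) of control nuclei, 32.9% (31.7 to 34.1) in MI heart 1 and 23.8% (22.9 to 24.7) in MI heart 2, so the direction of their difference from the control depends on the heart. Endocardial nuclei took 2.93%, 1.65% and 2.13%, lymphatic endothelial nuclei 1.62%, 1.15% and 0.798%, and lymphocytes 0.508%, 0.833% and 0.572%. The shares are given without a test, since the smallest exact permutation p with 3 hearts is 0.3333. The hearts differ in depth and in the UMI threshold for a nucleus. With nuclei of at least 1000 UMIs the endothelial and mural differences turned to 1.06 and 0.325 percentage points above the control. The cardiomyocyte difference moved from -7.59 to -40.2 (-17.4 at 500 UMIs).

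**Figure D1:**
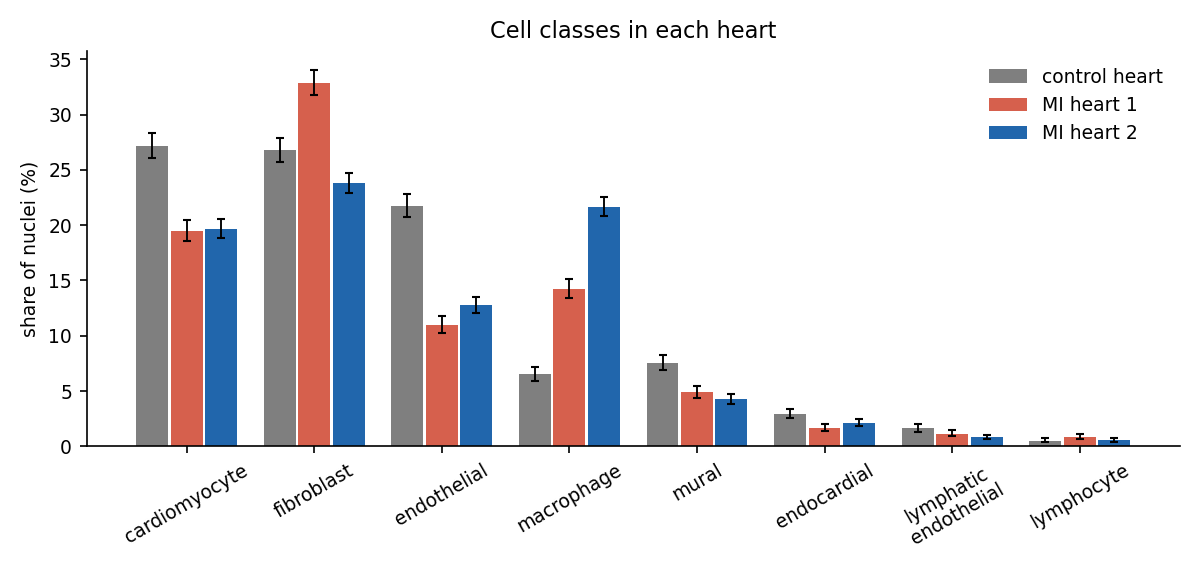
Share of nuclei (%, y axis) in each of 8 cell classes (x axis) for the control heart, MI heart 1 and MI heart 2, with bars for single hearts and error bars for 95% exact intervals that cover counting error only. The macrophage share was 6.52% in the control against 14.2% and 21.7% in the MI hearts, and the endothelial share 21.8% against 10.98% and 12.8%.

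Within cardiomyocytes, single stress genes rose after MI, and single genes of metabolism and potassium channels fell. Sprr1a (chromosome 3, 92483952 to 92485895, GRCm38), a small proline-rich protein of the stress response, had 0 UMIs in the control and 515 and 234 CPM in the MI hearts, at least 382-fold higher. The natriuretic peptide genes Nppa (log2 fold change 2.28 ± 0.29, SE, adjusted p = 1.9e-12) and Nppb (1.94 ± 0.28, adjusted p = 4.2e-10) rose 4.87-fold and 3.84-fold, as did the intermediate filament gene Nes (5.43-fold) and Xirp2, an actin-binding protein of the intercalated disc (2.52-fold). The largest falls were those of A1cf, an RNA-editing cofactor (23.2-fold lower, adjusted p = 1.7e-16), the potassium channel Kcnc1 (9.01-fold), the muscle peptidase Ky (7.55-fold), the amino acid transporter Slc38a1 (6.79-fold), the matrix protein Cilp2 (6.44-fold, adjusted p = 0.046) and the cysteine-producing enzyme Cth (6.06-fold). Both the potassium channel subunit Kcnip2 (2.83-fold lower, adjusted p = 2.6e-08) and the inward rectifier Kcnj3 (1.96-fold lower) fell. Sarcomere genes did not pass the test, with log2 fold changes of -0.23 for Myh6 (adjusted p = 0.67), -0.05 for Tnnt2, 0.42 for Actn2, -0.11 for Myl2, 0.26 for Tpm1 and 0.58 for Myh7. The calcium channel Cacna1c (-0.19) and the potassium channel Kcnd2 (-0.52) did not pass either.

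Genes of dedifferentiation and of the cell cycle that the study named were also measured in this comparison. Runx1, a transcription factor (chromosome 16, 92601466 to 92826149), rose 6.63-fold (log2 2.73 ± 0.42, adjusted p = 7.1e-09), the matricellular protein Thbs1 15.9-fold (adjusted p = 2.4e-14), the calcium-binding S100a6 7.45-fold, the actin-sequestering Tmsb10 5.15-fold, the kinase Cdk14 6.50-fold and the endocytic adaptor Dab2 2.87-fold (adjusted p = 0.0017). Knl1, a kinetochore protein listed under its older symbol Casc5, was at least 3.89-fold higher (adjusted p = 0.020). Ccnd3 (log2 fold change 0.23, adjusted p = 0.71), Myc (1.10, 0.079), Kif11 (1.94, 0.14) and Anln (ratio 3.79, counting interval 0.881 to 34.2) did not pass. Sox4, a transcription factor of progenitor cells, fell 2.65-fold (adjusted p = 2.0e-06). Transcripts typical of other cells rose in the same nuclei. Col1a1, the main fibrillar collagen of fibroblasts (chromosome 11, 94936224 to 94953042), rose 51.0-fold (log2 5.67 ± 0.38, adjusted p = 2.1e-47), Col3a1 16.2-fold, the leukocyte phosphatase Ptprc 8.84-fold, the Fc receptor Fcgr2b 7.27-fold and the myosin kinase Mylk 6.55-fold, while the adhesion molecule Pecam1 rose 2.44-fold and the collagen receptor Ddr2 4.41-fold. The macrophage protein Spp1 was at least 19.3-fold higher, the matrix genes Col12a1 and Tnc at least 17.6-fold and 14.8-fold, and Snhg11, a noncoding RNA, and the kinase Dclk1 at least 11.1-fold and 10.9-fold. In near-empty barcodes, which hold free RNA, Col1a1 was at 123, 2918 and 1532 CPM in the control, MI heart 1 and MI heart 2, against 5.67, 342 and 262 CPM in cardiomyocytes. For Runx1 the levels were 8.84, 122 and 58.7 CPM against 4.10, 29.3 and 27.4 CPM, and for Tmsb10 147, 891 and 865 CPM against 23.3, 95.1 and 154 CPM. Thbs1 stood at 7.95, 269 and 192 CPM against 1.89, 30.9 and 32.4 CPM. S100a6 stood at 68.4, 305 and 391 CPM against 6.62, 29.3 and 73.2 CPM.

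Of 11665 genes tested in cardiomyocytes, 1148 rose and 521 fell, and 1516 of these 1669 had MI hearts closer to each other than to the control. The genes were called on these same hearts, which favours that order, so the 1516 are not independent evidence. Control cardiomyocytes lay mostly in cluster 6 and those of MI hearts more in clusters 7, 10 and 13. The count was 288 with DESeq2's Wald test and 161 at clustering resolution 2. It was 518 once the free RNA of each heart was taken off, a correction chosen after the data were seen. The share taken off was the summed level of fibroblast and macrophage markers in cardiomyocytes over that in near-empty barcodes. It was 0.0831 in the control, 0.1155 in MI heart 1 and 0.1783 in MI heart 2. Col1a1 and Postn are among these markers, so their result after the correction cannot tell free RNA from their own expression. After that correction Sprr1a, A1cf, Nppa, Sox4, Cdk14 (log2 3.03) and Runx1 (2.33) still passed, and so did transcripts of other cells such as Ptprc (4.08), Ddr2 (2.95), Pdgfrb (2.45), Flt1 (1.86) and Egfl7 (2.05). Col1a1 (log2 6.05, 5.67 before), Postn (7.76, 4.69 before), Dab2 (1.31, 1.52 before) and Kcnj3 (-0.84, -0.97 before) no longer passed. Neither did Cilp2 (-2.82), Cth (-2.44), Pecam1 (1.44), Hopx (-0.82), Fos (2.87), Ldha (0.78), Acta2 (1.21) and mt-Co1 (-1.02), which kept their direction. Col1a1 and Postn had no control counts left and kept counts in a single MI heart. Their control ratios to near-empty barcodes (0.0461 and 0.0743) lay under the share taken off. Tmsb10 turned to -8.02 with no MI counts left, since its ratios in the MI hearts (0.1068 and 0.1778) lay under the shares. Thbs1, S100a6 and Mki67 kept too few counts to be tested. The Thbs1 ratio was 0.238 in the control, and in the MI hearts (0.1149 and 0.1686) it lay under the shares. For S100a6 the ratio lay under the share in MI heart 1 (0.0960) and above it in the control (0.0968) and MI heart 2 (0.1873).

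Of the 27 gene lists tested in cardiomyocytes, 21 passed at the preset correlation and 0 with an estimated one or with fry. With fry the adjusted p for these 21 ran from 0.062 to 0.47. An estimated correlation leaves the test 1 residual degree of freedom, so the lack of passing lists cannot tell correlated genes from low power. The strongest rises were those of lists that belong to other cells. In the activated fibroblast list 17 of 19 genes rose, and 17 when adjusted over the list alone (median log2 3.93, or 3.42 with unseen control genes at their bounds, adjusted p = 4.0e-18), and in the extracellular matrix list 27 of 37 (28 adjusted over the list alone, 6.8e-14). Lists of fibroblast markers (11 of 15, 3.6e-12), macrophage markers (10 of 15, 1.4e-10), infiltrating macrophages (10 of 11, 4.6e-08), activated endothelium (6 of 13, 1.6e-07), endothelial markers (9 of 16, 3.0e-06), mural markers (6 of 11, 1.6e-04), resting fibroblasts (3 of 12, 1.7e-04), resident macrophages (4 of 8, 0.0018) and endocardial markers (3 of 5, 0.011) rose too. The adjusted p of each of these lists was 0.51 with an estimated correlation. Among lists of cell state, 12 of 15 immediate early genes rose (2.0e-07), led by Fos, Junb and Atf3, with 6 of 11 stress and fetal genes (0.0018, with Hopx falling), 5 of 9 inflammatory genes (6.5e-04), 7 of 17 G2 and M phase genes (1.6e-07, with Cenpa falling) and 7 of 10 genes the study named (3.6e-07), a list chosen on these samples and so not independent evidence. Under an estimated correlation it was again 0.51. The in vitro dedifferentiation list rose in 32 of 70 genes and fell in 4 (1.6e-06, then 0.54 with an estimated correlation), 23 of 37 ribosomal protein genes rose (1.6e-06, then 0.63), and so did 5 of 20 glycolysis and hypoxia genes, among them Ldha and Bnip3 (0.030, then 0.54). Adjusted over the list alone, the counts were 13 immediate early, 9 stress, 7 inflammatory, 10 G2 and M phase, 8 study-named, 34 dedifferentiation, 30 ribosomal and 7 glycolysis genes.

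Mitochondrially encoded genes and part of the oxidative metabolism genes moved the other way. Of 13 mitochondrially encoded genes 12 fell (median log2 -1.09, adjusted p = 1.6e-07), and mt-Nd3, a subunit of complex I, fell by 1.52 ± 0.24 (adjusted p = 3.0e-08). This fall was shared across classes, with 12 of 13 such genes lower in endothelial nuclei too and 10 of 13 in macrophages. The median mitochondrial percentage of all nuclei was 1.26 in the control against 0.560 and 0.479 in the MI libraries. Of 31 nuclear genes of oxidative metabolism 7 fell (adjusted p = 2.4e-04), among them the fatty acid enzymes Acsl1 (log2 -1.19, adjusted p = 2.3e-05), Hadhb (-1.16) and Cpt2 (-1.17). With an estimated correlation the adjusted p of both lists was 0.51. The ion channel list (3 rose and 5 fell of 21, adjusted p = 0.15), the sarcomere list (0 of 23, median 0.00, mean 0.05, test direction down, 0.67), cardiomyocyte markers (1 rose and 1 fell of 19, 0.25), S phase (0 of 12, median 0.29, mean 0.09, test direction down, 0.87), lymphatic markers (1 rose and 1 fell of 3, 0.61) and sex-linked genes (2 rose and 4 fell of 6, 0.55) did not pass.

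In fibroblasts, genes of resting cells fell after MI while genes of activated fibroblasts and of cell division rose, with single matrix genes among the rises. Cthrc1, a secreted protein of activated fibroblasts (chromosome 15, 39076932 to 39087121), was at least 25.4-fold higher, the proteases and collagens Adamts16 and Col24a1 at least 9.62-fold and 9.02-fold, and the division genes Rad51ap1, Uhrf1 and Gas2l3 at least 11.3-fold, 11-fold and 10.3-fold. The smooth muscle actin Acta2 rose 13.5-fold (log2 3.76 ± 0.45, adjusted p = 9.1e-05), Tnc 14.5-fold, Thbs1 11-fold, Runx1 9.87-fold (adjusted p = 7.2e-05), the matrix protein Postn 5.36-fold (adjusted p = 0.0022) and Col1a1 4.09-fold (adjusted p = 0.0024). Mki67, a protein of dividing cells (chromosome 7, 135689784 to 135716361), rose 37.5-fold (log2 5.23 ± 0.44, adjusted p = 5.7e-06), Cenpf 24.6-fold, Casc5 (Knl1) 21.6-fold and Kif11 7.33-fold, and the ratios of the topoisomerase Top2a (90.7, counting interval 25.0 to 750), the mitotic regulator Foxm1 (30.04, 5.30 to 1195) and Anln (20.7, 5.66 to 172) passed as well. Inmt, a methyltransferase of resting fibroblasts (chromosome 6, 55170626 to 55175043), fell 37.2-fold (adjusted p = 9.3e-07), with Acss3 (14.8-fold lower), the glutathione transferase Gstm1 (11.9-fold), the complement component C7 (11.8-fold), Vit (11.5-fold), Selenbp1 (11-fold), Pi16 (7.33-fold) and the proteoglycan Dcn (3.59-fold). Of 47 G2 and M phase genes 41 rose (46 adjusted over the list alone, median log2 4.13 or 3.55 with bounds, adjusted p = 4.0e-33), of 28 S phase genes 9 (12 alone, 2.3e-09) and of 21 activated fibroblast genes 16 (16 alone, 3.8e-11), while 11 of 18 resting fibroblast genes fell (14 alone, median -1.77, 1.5e-08) and 12 of 13 mitochondrially encoded genes fell (2.0e-08). With an estimated correlation the adjusted p of each of these lists was 0.77, and with fry 0.21 to 0.40. Of 12038 genes tested 682 rose and 552 fell, against the same control heart as in every class. Control fibroblasts lay mostly in cluster 3 and MI fibroblasts in clusters 4 and 5. Cluster 15, led by division genes, held 3, 160 and 259 nuclei of the control, MI heart 1 and MI heart 2. It had 161 and 121 G2 and M phase UMIs per 10000 in the MI hearts, and 6 of 13 mural markers were raised in it. The count was 411 with DESeq2's Wald test and 428 with nuclei of at least 1000 UMIs.

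Endothelial nuclei gained division and angiogenic transcripts and lost part of their vascular profile. The mitotic gene Knstrn was at least 11.4-fold higher, and Mki67 rose 21.6-fold (log2 4.43 ± 0.33, adjusted p = 1.9e-37). Pgf, placental growth factor (chromosome 12, 85166635 to 85177790), rose 17.1-fold (log2 4.09 ± 0.41, adjusted p = 1.4e-20), the basement membrane collagen Col18a1 11.1-fold, and Plvap, a protein of endothelial fenestrae, had a ratio of 28.9 (counting interval 9.74 to 141). Bmp2, a growth factor, and Sh2d5 were at least 9.16-fold and 9.08-fold higher, Runx1 rose 7.22-fold (adjusted p = 2.2e-05), and the ratio of Thbs1 was 80.3 (14.2 to 3187). The receptors Tie1 (log2 -0.85, adjusted p = 4.8e-04) and Flt1 (-0.60, 0.024) fell, although Flt1 turned to 0.072, without passing, with nuclei of at least 1000 UMIs. The largest falls were those of the clock output factor Dbp (11.2-fold lower), Hlf (8.87-fold), the zinc finger factor Zbtb16 (8.78-fold), Cyp2e1 (7.59-fold) and Smtnl2 (6.88-fold), and Kcnip2 had a ratio of 0.0975 (0.0178 to 0.355). Of 44 G2 and M phase genes 35 rose (42 adjusted over the list alone, median log2 3.97 or 3.11 with bounds, adjusted p = 1.4e-35), of 25 S phase genes 14 (18 alone, 3.1e-12) and of 17 angiogenic genes 7, with Rgcc falling (9 and 2 alone, 0.0014). Of 16 endothelial markers 9 fell (13 alone, median -0.57, 1.9e-05), and with an estimated correlation the adjusted p of each of these lists was 0.49 (fry 0.097 to 0.22). Fibroblast and macrophage transcripts moved with them, since Col1a1 rose 15-fold, Lgals3 and Spp1 were at least 12.8-fold and 11-fold higher, and 16 of 20 activated fibroblast genes rose (1.7e-13, then 0.49, and 0.15 with fry). Of 9866 genes tested 721 rose and 518 fell, and DESeq2's Wald test called 155.

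**Figure D2:**
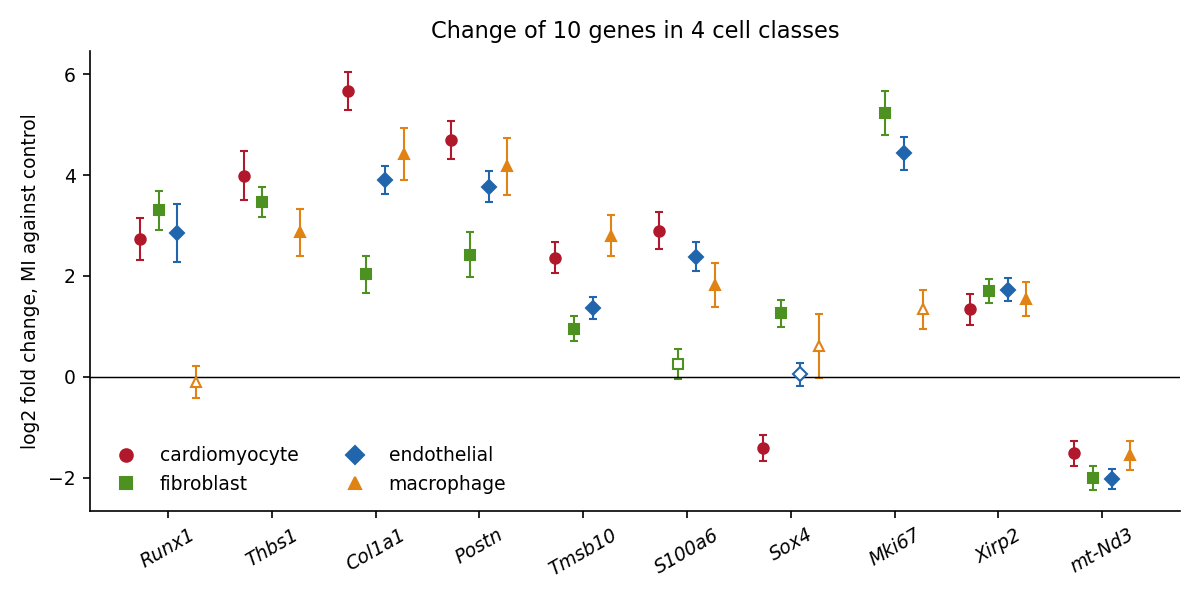
Log2 fold change of MI over control (y axis, points with standard errors) for 10 genes (x axis) in cardiomyocytes, fibroblasts, endothelial nuclei and macrophages, filled where the adjusted p was under 0.05 and drawn only where the control had more than 3 UMIs. Col1a1 changed by 5.67 in cardiomyocytes and 2.03 in fibroblasts, and Sox4 by -1.41 and 1.26.

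In macrophages, some genes of infiltrating cells rose and most listed genes of resident cells fell. Gpnmb, a lysosomal glycoprotein (chromosome 6, 49036546 to 49070929), rose 29.7-fold (log2 4.89 ± 0.50, adjusted p = 9.5e-07), the protease Adam8 18.8-fold, Lgals3 5.52-fold and the lipid receptor Trem2 4.79-fold, and the ratios of Spp1 and the lipid carrier Fabp5 were 62.7 (counting interval 11.2 to 2478) and 17.5 (5.96 to 85.1). The clotting factor F7, Mid1, the cytokine receptor Il7r, the adrenergic receptor Adra1a, the collagen Col8a1 and Rai14 were at least 8.24-fold, 6.86-fold, 6.61-fold, 6.88-fold, 5.89-fold and 5.07-fold higher. Col8a1 is also a listed fibroblast marker. Fibroblast markers in macrophages of the control, MI heart 1 and MI heart 2 stood at 0.420, 0.359 and 0.385 of their near-empty level. Cardiomyocyte markers stood at 0.268, 0.430 and 0.385. Free RNA was not taken off macrophages. Resident macrophage genes fell, among them the phosphatidylserine receptor Timd4 (18.2-fold lower), the haemoglobin scavenger receptor Cd163 (6.88-fold, adjusted p = 1.8e-06), Lyve1 (6.19-fold) and Mrc1 (4.09-fold). Other large falls were those of Retnla (30.9-fold lower, adjusted p = 0.0060), Cmah (13.1-fold), Lilra5 (11.3-fold), Alox5 (8.99-fold) and the clock repressor Nr1d1 (8.94-fold), and the cytokine Il1b fell by 1.85 on the log2 scale (adjusted p = 0.0069) but turned to 6.99, without passing, with nuclei of at least 1000 UMIs. Of 11 resident macrophage genes 8 fell (9 adjusted over the list alone, where 1 rose, median log2 -2.03, adjusted p = 6.0e-07), and of 15 infiltrating macrophage genes 6 rose and Il1b fell (9 and 1 alone, 2.4e-05). The G2 and M phase list passed (0.91 median, 3.2e-04) with 0 of 39 genes past the threshold, and Mki67 changed by 1.34 (adjusted p = 0.061). All of these lists had an adjusted p of 0.72 with an estimated correlation and 0.34 to 0.44 with fry. Of 10144 genes tested 140 rose and 120 fell. Control macrophages lay mostly in cluster 11 and MI macrophages in cluster 2, and the count was 59 with DESeq2's Wald test and 32 with nuclei of at least 500 UMIs.

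Mural, endocardial and lymphatic endothelial nuclei were fewer than those of the classes above. In mural nuclei Runx1 rose 9.33-fold (adjusted p = 6.8e-07), Mki67 8.03-fold and Acta2 2.43-fold, and the mitotic gene Cenpf, the leukocyte genes Ptprc and Mpeg1, the protease Adamts4 and Clca3a1 were at least 7.72-fold, 6.49-fold, 5.42-fold, 5.59-fold and 5.42-fold higher. Xist had a ratio of 141 (counting interval 48.2 to 686), which follows the single heart that expresses it. The channel subunit genes Kcnj8 (2.72-fold) and Abcc9 (2.33-fold) fell, and so did Il2ra (13.5-fold), Hlf (9.97-fold), Dbp (6.74-fold), Zbtb16 (5.92-fold), Ftsj1 (5.71-fold) and Lrrc16a (5.55-fold). Of 13 mural markers 5 fell and 1 rose (5 and 2 adjusted over the list alone, adjusted p = 0.017, then 0.49 with an estimated correlation and 0.24 with fry). In endocardial nuclei Mki67, Lhfpl2 and Col16a1 were at least 5.75-fold, 5.05-fold and 4.21-fold higher, Col1a1 rose 17.0-fold (adjusted p = 4.7e-14), the ratios of Erdr1 and Meox1 were 21.5 (3.68 to 867) and 17.0 (2.88 to 690), and Lyve1 (4.53-fold), mt-Nd3 (3.94-fold), mt-Nd4 (3.88-fold), mt-Nd5 (3.77-fold), Ddx3y (3.57-fold) and Pkp4 (3.52-fold) were lower. The fall of the Y-linked Ddx3y follows MI heart 2, where it had 0 UMIs, against 28 in the control and 17 in MI heart 1. In lymphatic endothelial nuclei Mki67, Erdr1, Runx1, Casc5 and Dnm3os were at least 11.4-fold, 6.77-fold, 5.53-fold, 3.92-fold and 3.78-fold higher and Cenpf had a ratio of 17.4 (2.96 to 706), while Pkhd1l1 (6.15-fold), the oestrogen receptor Esr1 (5.71-fold, with 1214, 28.2 and 269 CPM in near-empty barcodes of the 3 hearts), mt-Nd4 (4.99-fold), Fam53b (4.72-fold), Klhl4 (3.66-fold) and Sdpr (3.62-fold) were lower. Xirp2, a gene of cardiomyocytes, rose in all 7 classes, from 1.34 on the log2 scale in cardiomyocytes to 3.11 in lymphatic endothelial nuclei, but turned to -0.26 in macrophages, without passing, with nuclei of at least 1000 UMIs. Genes that rose and fell numbered 171 and 103 of 7367 in mural, 50 and 36 of 3978 in endocardial and 49 and 35 of 2244 in lymphatic endothelial nuclei, and DESeq2's Wald test called 19, 16 and 0 (57 at an unadjusted p under 0.05).

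The effect of MI was then compared directly between cardiomyocytes and fibroblasts. Col1a1 rose more in cardiomyocytes by 3.63 ± 0.40 on the log2 scale (adjusted p = 1.5e-09), as did Col3a1 (2.80), Postn (2.32), S100a6 (2.56, adjusted p = 4.6e-07), Tmsb10 (1.37, adjusted p = 9.9e-04), Cdk14 (2.28) and Dab2 (1.75). Gstm1, which fell in fibroblasts, differed by 3.04 ± 0.31 (adjusted p = 2.5e-10). Sox4 moved in opposite directions, by -1.41 in cardiomyocytes and 1.26 in fibroblasts (difference -2.68 ± 0.31, adjusted p = 2.8e-09). The differences of Runx1 (-0.54, adjusted p = 0.63), Thbs1 (0.52, 0.69) and Mki67 (0.90, 0.73) did not pass. In all, 889 of 13252 genes rose more or fell less in cardiomyocytes and 422 the reverse. The total was 182 with DESeq2's Wald test and 414 with nuclei of at least 1000 UMIs. Col1a1 in cardiomyocytes (5.67, 342 and 262 CPM) stayed under its level in near-empty barcodes (123, 2918 and 1532 CPM) and in fibroblasts (802, 4166 and 2888 CPM). With free RNA taken off cardiomyocytes Col1a1 no longer passed, but its level had helped to set the share taken off. Its log2 value was then 6.05, with no control counts left. Tmsb10 turned to -8.02 with no MI counts left, and S100a6 kept too few counts to be tested.

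Cycling was assessed by Mki67, the marker by which the study counted cycling nuclei. Among cardiomyocytes an Mki67 UMI was seen in 1 of 1658 control nuclei (0.0603%), 48 of 1242 nuclei of MI heart 1 (3.86%, 95% exact interval 2.86 to 5.09) and 78 of 1650 of MI heart 2 (4.73%, 3.75 to 5.86), at median depths of 1690.5, 1947 and 1470 UMIs. In MI hearts the mean was 4.30% ± 0.610 (SD, n = 2), and in summed counts the Mki67 ratio of MI to control was 79.8 (counting interval 14.1 to 3173, adjusted p = 2.6e-16) and that of Top2a 31.8 (5.51 to 1277). Fibroblasts reached 10.6% and 17.4% (control 0.245%), endothelial nuclei 17.5% and 11.6% (0.301%), macrophages 11.3% and 17.8% (4.27%), mural nuclei 7.37% and 8.06% (0.435%) and lymphocytes 28.3% and 27.1% (6.45%), at lower median depths such as 1073 and 864 UMIs in fibroblasts and 981.5 and 782 UMIs in mural nuclei. The endothelial class includes a small cluster led by division genes, with 3, 88 and 66 nuclei in the control, MI heart 1 and MI heart 2. Such clusters also lie in the fibroblast class (3, 160 and 259 nuclei) and the macrophage class (9, 35 and 181). At resolution 0.5 the endothelial shares were 7.59% and 7.84%. With nuclei of at least 1000 UMIs the shares were 4.07% and 8.35% in fibroblasts, and 15.3% and 25.2% in macrophages against 19.6% in the control. Nuclei were clustered anew at that setting. The unnamed nuclei of the MI hearts then had shares of 25.3% and 30.3%, against 10.3% and 13.2% in the main setting. Endocardial nuclei reached 3.81% and 7.26%, and lymphatic endothelial nuclei 17.8% and 17.9%, with 0 of 179 and 0 of 99 control nuclei, for which the exact upper bounds are 2.04% and 3.66%. After thinning to 500 UMIs the cardiomyocyte shares were 0.725% and 1.33% in the MI hearts and 0 of 1635 in the control, where 23 shallower nuclei were left out. Near-empty barcodes held 133 and 190 CPM of Mki67 in the MI hearts, against 18.9 and 33.4 CPM in cardiomyocytes and 239 and 353 CPM in fibroblasts. The cardiomyocyte share was thus the lowest or next to lowest of the classes, at the highest depth, and its level lay under that of free RNA. Mural nuclei, at 87.4 and 144 CPM of Mki67, lay under it too. Fibroblast markers stood at 0.113 and 0.173 of their near-empty level in cardiomyocytes of MI hearts 1 and 2. The values were 0.319 and 0.414 in endothelial nuclei and 0.359 and 0.385 in macrophages. Free RNA was not taken off these shares, so the order of the classes may depend on it.

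**Figure D3:**
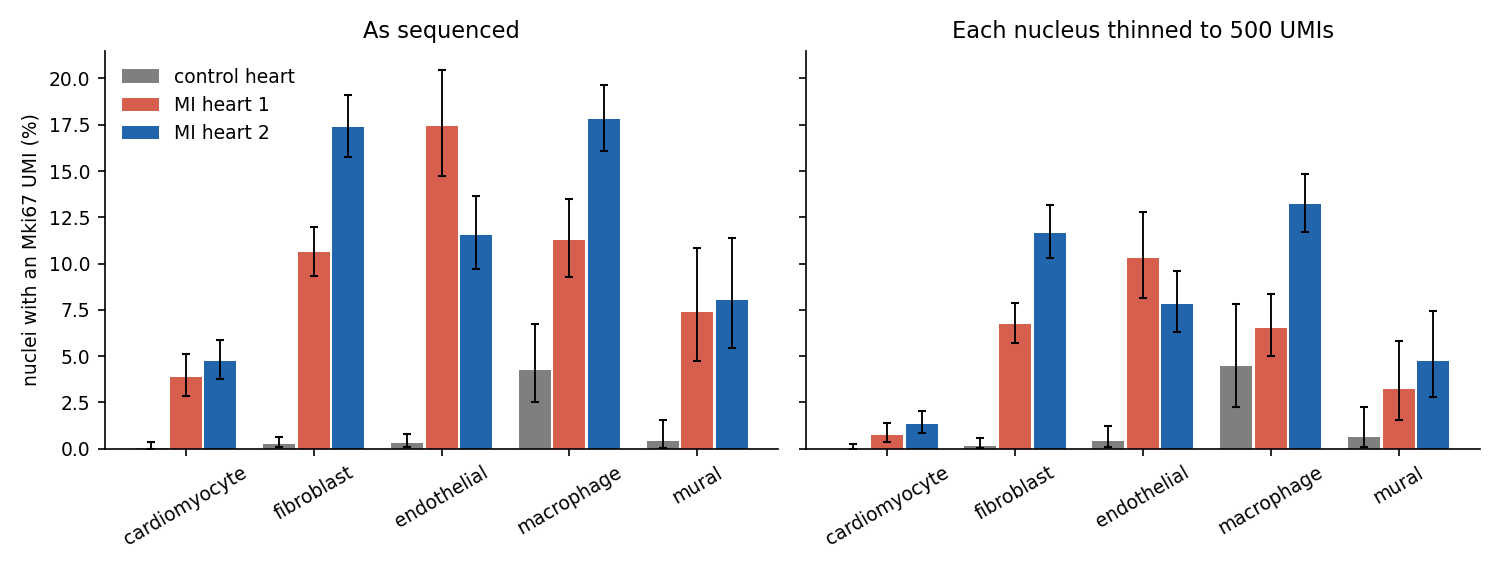
Share of nuclei with an Mki67 UMI (%, y axis) in 5 cell classes (x axis) for the control and both MI hearts, as sequenced in one panel and after thinning to 500 UMIs in the other, with 95% exact intervals as error bars. In cardiomyocytes the shares of the MI hearts were 3.86% and 4.73% as sequenced and 0.725% and 1.33% after thinning.

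**Figure D4:**
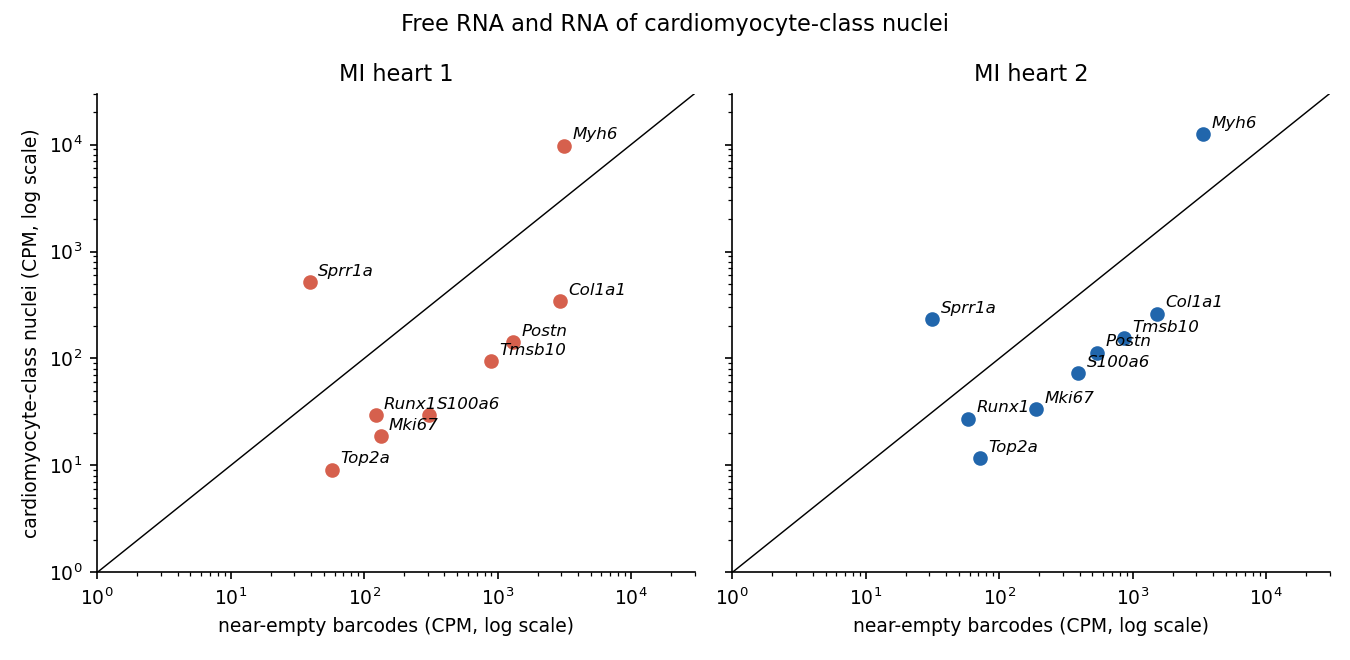
Level in cardiomyocytes (CPM, y axis, log scale) against the level in near-empty barcodes (CPM, x axis, log scale) of 9 genes in both MI hearts, with a line at equality. Mki67 lies under the line (18.9 and 33.4 against 133 and 190 CPM), and Sprr1a above it (515 and 234 against 39.2 and 31.5 CPM).

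Cardiomyocyte nuclei of MI hearts with an Mki67 UMI were compared with those without, to ask which genes accompany its detection. Genes of cytokinesis and mitosis were higher. Anln, which organizes the contractile ring (chromosome 9, 22332012 to 22389188), had a ratio of 61.7 (counting interval 16.7 to 341), Prc1, a spindle midzone protein (chromosome 7, 80294450 to 80316259), was 18.2-fold higher (log2 4.18 ± 0.68, adjusted p = 3.3e-06), and so were Racgap1 (24.0-fold), Cdca8 (18.3-fold), Iqgap3 (16.5-fold), Kif20b (9.75-fold) and Top2a (8.79-fold). Tmsb10 was 2.05-fold higher (log2 1.04 ± 0.23, adjusted p = 0.0032), and so were genes of other cells, the endothelial Egfl7 (log2 1.20, adjusted p = 4.7e-04), the mural receptor Pdgfrb (1.70, 0.0010) and Postn (0.98, 0.0073). Tmsb10 turned to -0.028 with Mki67 called at 2 UMIs and to -1.10 after thinning, where Postn (-2.11) and Egfl7 (-0.38) turned too. The translational regulator Cpeb3 (log2 -1.11, adjusted p = 1.7e-04), Lgals4 (-1.21), Pfkfb2 (-1.17) and the myosin Myh7b (-0.82, 0.037) were lower, and Zfp236 had a ratio of 0.156 (0.032 to 0.46). Sox6 (-1.11, 0.058), S100a6 (0.67, 0.63), Runx1 (0.85, 0.61), Dab2 (0.97, 0.61), Ccnd3 (0.97, 0.58), Cdk14 (0.52, 0.90), Thbs1 (0.28, 0.94), Casc5 (2.97, 0.089) and Myh6 (-0.39, 0.29) did not pass. Of 13 G2 and M phase genes 8 were higher (12 adjusted over the list alone, median 2.97, adjusted p = 6.5e-18), and of 9 genes the study named, a list chosen on these samples, 2 (3 alone, 1.2e-05). Endothelial markers (1 of 15, 5 alone, 2.2e-05), mural markers (0.017), macrophage markers (0.016), fibroblast markers (0.047) and ribosomal protein genes (0.0075) passed upward as lists. With an estimated correlation the adjusted p of each of these lists was 0.65, and with fry 0.30 to 0.68. Sarcomere genes (median -0.25, 0.15) and cardiomyocyte markers (-0.26, 0.39) did not pass. Of 9708 genes tested 22 were higher and 5 lower, and the count was 3 with Mki67 called at 2 UMIs, 0 after thinning and 1053 with doublets kept.

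Nuclei in which no Myh6 UMI was seen were examined last. Myh6 is the adult myosin heavy chain whose promoter drives both the Cre and the blue reporter. After thinning, 88 of 1242 and 67 of 1650 cardiomyocyte nuclei of MI hearts 1 and 2 had no Myh6 UMI (chromosome 14, 54941921 to 54966927), against 25 of 1635 in the control. Within MI hearts, nuclei without one had more Sprr1a (7.38-fold, log2 2.88 ± 0.25, adjusted p = 6.9e-26), Xirp2 (3.40-fold, adjusted p = 2.5e-15) and Srxn1, an antioxidant enzyme (9.18-fold). Trmt112 (6.72-fold), the inositol kinase Ipmk (6.36-fold), Zfp40 (6.08-fold) and the lipoprotein receptor Lrp8 (5.62-fold) were higher as well. Other sarcomere genes were lower in them, with Myl3 3.71-fold, Tnni3 2.21-fold, Myl2 2.02-fold, Tnnt2 1.87-fold and Actn2 1.86-fold lower, and so was Ppargc1a, a regulator of mitochondrial genes (3.20-fold). Scarf1, Wbp1l, Tfdp2 and Yipf7 were at least 1.75-fold, 1.52-fold, 1.49-fold and 1.38-fold lower, and the ratios of Chchd3 and Aldh9a1 were 0.0745 (0.00188 to 0.419). Of 22 sarcomere genes 8 were lower (12 adjusted over the list alone, adjusted p = 0.030), of 11 mitochondrially encoded genes 5 (8 alone, 0.014) and of 27 oxidative metabolism genes 4 (8 alone, 0.014). The stress and fetal list passed upward (2 of 10, median 0.63, mean -0.10, 0.024), as did immediate early genes (1 of 9, 0.014), while ion channel genes did not pass (5 of 19 lower, 0.090). Each of these lists had an adjusted p of 0.66 with an estimated correlation and 0.18 to 0.19 with fry. Of 4457 genes tested 35 were higher and 79 lower, against 16 by DESeq2's Wald test and 10 without the heart as a block.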

Values the study reported

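The study reported 22,992 nuclei from post-MI hearts and 8550 nuclei from the control heart, with 15 clusters in the control. Among nuclei positive for the green reporter, it gave a ratio of blue-negative to blue-positive nuclei of 0.93 (444 to 475) in the control and 9.3 (1939 to 209) after MI. Of the 1939 green-positive, blue-negative nuclei after MI, 165 (8.5%) were reported to be positive for Mki67, and S100a6 and Tmsb10 were 1.47-fold and 1.46-fold higher in Mki67-positive nuclei.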

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

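The tests of the Mki67 and Esr1 patterns below were chosen only after those results had been seen. Both tests of the H2B pattern were planned before their values were computed.

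A test of the difference in the MI effect between cardiomyocytes and fibroblasts, 2 classes from the same 3 hearts, passed for 1311 genes, with 889 higher and 422 lower in cardiomyocytes. A signal also appeared in barcodes that no comparison uses: Mki67 stood at 133 and 190 CPM in the near-empty barcodes of MI hearts 1 and 2, above 4.77 CPM in the control.

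Mki67 UMIs were found in cardiomyocyte nuclei of MI hearts, in 48 of 1242 and 78 of 1650. Over all of these nuclei, other G2 and M phase genes were 3.21 times (resampling interval 2.04 to 4.78) and 3.42 times (2.41 to 4.74) as frequent per 10000 UMIs as in nuclei without Mki67. Intervals in this paragraph come from resampling nuclei within each heart and do not cover differences between hearts. The lower bound of 2.04 argues against an equal share of free RNA in every nucleus as the only source, without saying which nuclei this covers. It cannot exclude that nuclei with Mki67 hold more free RNA, since markers of other classes were more frequent in them too. The total Mki67 level, by contrast, was 0.142 and 0.176 of that in near-empty barcodes, inside the range of fibroblast and macrophage markers in the same hearts (0.0603 to 0.547 and 0.124 to 0.615), so free RNA may account for that level. Other nuclei in the same droplet stay open, since markers of other classes were 1.71 times (1.17 to 2.18) and 1.55 times (1.21 to 1.92) as frequent over all nuclei with Mki67, and 2.44 times (1.72 to 3.20) and 1.93 times (1.28 to 2.62) in the 15 and 22 with at least 3 further G2 and M phase UMIs. Cycling cardiomyocytes also stay open, as a hypothesis that these counts do not separate from shared droplets or a larger share of free RNA.

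Esr1, the gene of the oestrogen receptor, was at 28264, 100 and 10158 CPM in cardiomyocytes of the control, MI heart 1 and MI heart 2, a 102-fold difference between the MI hearts. MerCreMer contains part of the mouse receptor, so its reads may be counted at this gene. Lower activity of the Myh6 promoter is argued against by Myh6 itself, whose level in MI heart 1 was 0.784 of that in MI heart 2, and sex by the control, which like MI heart 1 expresses Y-linked genes but had 2.78 times the Esr1 level of MI heart 2. Whether the transgene was missing from MI heart 1 cannot be told apart from low expression of it, because the 12.4-fold higher level in cardiomyocytes than in fibroblasts of that heart (interval 7.99 to 20.4) can come from either the endogenous gene or the transgene.

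The H2B histone genes summed to 541, 161 and 125 CPM in cardiomyocytes of the control and the 2 MI hearts, and to 29.4, 42.1 and 29.9 CPM in fibroblasts. A lower output of histone genes in general is argued against by the H2A, H3 and H4 genes, which changed by 0.20 and -0.044 on the log2 scale while the H2B genes changed by -1.75 and -2.12. In the control, H2B genes were 18.4 times as high in cardiomyocytes as in fibroblasts and the other histone genes 0.982 times, so reads of the H2B-BFP transgene may be counted at H2B genes. If so, its transcript fell while Myh6 changed by -0.37 and -0.02, which stays a hypothesis because the transgene sequence is not analysed here. Why such a transcript would fall was not tested.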

How the results depend on the processing

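Most alternatives were planned. Those chosen after the data were seen are the robust spread, the count of genes with MI hearts closer to each other than to the control, free RNA taken off, resolutions 0.5 and 2 for the Mki67 comparison and for the shares of nuclei with an Mki67 UMI, and the settings of the Myh6 comparison and of the direct comparison of cardiomyocytes with fibroblasts. The alternatives for reporter counts were not run. No paired analysis was possible because the labels do not pair the control with an MI heart. In the comparisons within MI hearts, which have the heart as a block, leaving out the block gave 0 genes for Mki67 with edgeR (555 at an unadjusted p under 0.05), against 27, and 10 for Myh6, against 114, and a block of all 3 hearts gave 6 for Mki67. Leaving out an MI heart leaves no residual degree of freedom, so it gives values with no test. Over all alternatives, named genes were the same in 2214 cases, weaker in 333, stronger in 20, moved in 44 and reversed in 9, and gene lists the same in 205, weaker in 242 and stronger in 1. Where values moved, the cause was not tested.

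The least UMI total for a nucleus moved numbers of nuclei and shares. At 500 UMIs MI heart 1 had 8139 nuclei, and at 1000 UMIs the control and MI hearts had 2043, 3904 and 3705. The cardiomyocyte share difference, MI minus control, was -17.4 percentage points at 500 UMIs, -40.2 at 1000, -7.29 with doublets kept and -6.30 at resolution 2. At 1000 UMIs it was 13.5 for fibroblasts, 17.1 for macrophages, -0.162 for lymphatic endothelial nuclei and, reversed, 1.06 for endothelial and 0.325 for mural nuclei. At 500 UMIs it was -1.85 for endothelial and -1.67 for mural nuclei, and at resolution 2 -12.2 for endothelial nuclei. Leaving out either MI heart moved the fibroblast difference between -3.01 and 6.10, the former without MI replicate 1. Lymphocytes at 500 and 1000 UMIs and endocardial nuclei at 1000 were not named and gave no value.

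The mean share of nuclei with an Mki67 UMI in MI hearts was 6.14% in cardiomyocytes with doublets kept, 0.706% with 2 UMIs required and 1.03% after thinning. Requiring 2 UMIs gave 7.80% in fibroblasts, 8.55% in endothelial nuclei and 7.22% in macrophages, and thinning 9.07% in endothelial nuclei and 9.86% in macrophages. With at least 1000 UMIs the share was 6.21% in fibroblasts, 23.2% in endothelial nuclei and 20.3% in macrophages, and at resolution 0.5 it was 7.72% in endothelial nuclei.

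DESeq2's Wald test moved every count of changed genes: 288 in cardiomyocytes (1669 by edgeR), 411 in fibroblasts (1234), 155 in endothelial nuclei (1239), 59 in macrophages (260), 19 in mural (274), 16 in endocardial (86) and 0 in lymphatic endothelial nuclei (84, and 57 by DESeq2 at an unadjusted p under 0.05), 182 for the difference between cardiomyocytes and fibroblasts (1311), 3 for Mki67 and 16 for Myh6. An adjusted p of at most 0.01 with more than a 2-fold change left 946 in cardiomyocytes, 586 in fibroblasts, 573 in endothelial nuclei, 125 in macrophages, 147 in mural and 47 in lymphatic endothelial nuclei and 754 for the difference. Without a filter on low counts there were 483 in cardiomyocytes, 405 in macrophages and 32 in lymphatic endothelial nuclei. At 500 UMIs there were 32 in macrophages, 48 in lymphatic endothelial nuclei, 679 for the difference and 6 for Mki67. At 1000 UMIs there were 428 in fibroblasts, 653 in endothelial nuclei, 0 in mural nuclei (edgeR, 313 at an unadjusted p under 0.05), 414 for the difference and 3 for Mki67. Doublets kept gave 757 in fibroblasts, 421 in macrophages and 1053 for Mki67, resolution 2 gave 161 in cardiomyocytes and 281 for Mki67, and free RNA taken off gave 518 in cardiomyocytes. Calling Mki67 at 2 UMIs gave 3 and thinning 0 (edgeR, 88 at an unadjusted p under 0.05).

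At the preset correlation 21 lists passed in cardiomyocytes, 16 in fibroblasts, 17 in endothelial nuclei, 13 in macrophages, 17 in mural, 11 in endocardial and 10 in lymphatic endothelial nuclei, 12 for Mki67 and 5 for Myh6. With an estimated correlation 0 lists passed in each of these comparisons, and with fry 1 passed in fibroblasts, 2 in mural nuclei and 0 in the others. So few hearts leave the test with an estimated correlation little power, and its result cannot tell correlated genes from low power.

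Genes that reversed were Tmsb10 (log2 -8.02) and Rps12 (-7.93) in cardiomyocytes with free RNA taken off. Flt1 (0.072) in endothelial nuclei and Xirp2 (-0.26) and Il1b (6.99) in macrophages reversed at 1000 UMIs. No Tmsb10 counts were left in the MI hearts after free RNA was taken off, so -8.02 is not a measured fold. In the Mki67 comparison Tmsb10 reversed with 2 UMIs required (-0.028) and after thinning (-1.10), as did Postn (-2.11) and Egfl7 (-0.38) after thinning.

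In counts simulated at the depth of each comparison, the test recovered 2% of 2-fold and 37% of 4-fold changes in the Mki67 comparison, 3% and 22% in the Myh6 comparison, 7% and 53% in endocardial and 5% and 44% in lymphatic endothelial nuclei, and 14% and 62% for the difference between cardiomyocytes and fibroblasts. Within each simulation every gene had the same dispersion.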

Other observations

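Genes of the circadian clock, chosen after their values had been seen, changed in the same direction in several classes. The log2 fold change of the clock output factor Dbp was -2.10 in cardiomyocytes (adjusted p = 2.5e-15), -3.18 in fibroblasts, -3.48 in endothelial nuclei, -2.75 in mural nuclei and -1.86 in macrophages (adjusted p = 0.083). Its relatives Tef and Hlf changed by -1.54 and -2.04 in cardiomyocytes, -1.78 and -2.38 in fibroblasts, -2.16 and -3.15 in endothelial nuclei and -1.89 and -3.32 in mural nuclei. In macrophages the change of Tef (-1.02) did not pass. For the repressor Nr1d1 the values were -0.999, -3.27, -2.37, -2.28 and -3.16 in cardiomyocytes, fibroblasts, endothelial nuclei, mural nuclei and macrophages, and for Per3 -1.34, -1.57, -1.70, -1.64 and -1.31 (adjusted p = 0.059 in macrophages). Ciart changed by -2.51 in cardiomyocytes, and its changes in fibroblasts (-1.43) and endothelial nuclei (-0.57) did not pass. Arntl, which drives these genes, rose by 2.06 in cardiomyocytes (adjusted p = 0.046) and 1.01 in fibroblasts (adjusted p = 0.048), while its changes in endothelial nuclei (1.58, adjusted p = 0.11) and macrophages (-0.40, 0.85) did not pass. Clock rose by 0.75 in cardiomyocytes (adjusted p = 0.047) and passed in none of the other 4 classes. The time of day at which the hearts were taken is not given in the sources used here, and all classes share the same 3 hearts.

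The Y-linked gene Ddx3y was at 143, 130 and 4.35 CPM in cardiomyocytes of the control, MI heart 1 and MI heart 2, where Xist was at 3.47, 1.30 and 3030 CPM. Sex thus differs between the MI hearts and goes with 1 of them.

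The MI hearts here gave 14755 nuclei. That is lower than the value quoted from the study above, but it rests on the UMI threshold and doublet removal chosen here. An Mki67 UMI was seen in 126 of 2892 cardiomyocyte nuclei of the MI hearts (4.36%), a denominator that differs from the green-positive, blue-negative nuclei of the study.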
